# Verifying the Stability of Selected Genes for Normalization in Q PCR Experiments of *Spodoptera frugiperda* Cells during AcMNPV Infection

**DOI:** 10.1371/journal.pone.0108516

**Published:** 2014-10-14

**Authors:** Tamer Z. Salem, Walaa R. Allam, Suzanne M. Thiem

## Abstract

It is challenging to find genes with stable transcripts for use as reference genes for quantitative realtime polymerase chain reaction (qRT-PCR) during viral infection. *Autographa californica* nucleopolyhedrovirus (AcMNPV) is known to globally shut off host gene transcription in Sf21 cells and to modify their cytoskeletons. In this study, seven host genes were selected for validation as references for gene expression experiments using qRT-PCR. Two of them, ecdysoneless (ECD) and myosin showed stable RNA levels in our previous microarray study at 6, 12, and 24 hpi for both genes and 48 hpi for ECD. The others, actin, tubulin, glyceraldehyde 3-phosphate dehydrogenase (GAPDH), and 28S ribosome (28S), are commonly employed as reference genes for qRT-PCR. Ribosomal protein L35 (L35) gene was selected to test if ribosomal protein genes show stable RNA transcript levels similar to 28S and 18S rRNA and to validate the microarray data. In addition to 28S, previously known to have stable transcript levels, qRT-PCR showed that ECD transcript levels remained constant throughout the time course of AcMNPV infection. Transcripts of cytoskeleton genes such as actin, tubulin, and myosin declined dramatically as the infection progressed. GAPDH and L35 transcripts also declined over time. These results indicate that ECD is a reliable reference gene for qRT-PCR experiments during AcMNPV infection of *Spodoptera frugiperda* cells. Although 28S could be used as a reference gene for these experiments, it is less useful than ECD because of its abundance, which might make it difficult to establish an accurate baseline value for data analysis.

## Introduction

Quantitative real-time PCR (qRT-PCR) is considered the gold standard for accurate measurements of gene expression. However, qRT-PCR is extremely sensitive necessitating careful selection of an internal control gene with stable transcripts. Genes involved in basic cell maintenance processes are expected to maintain stable expression levels among different tissues and conditions; these “housekeeping” genes, have long been used as control or “normalization” genes [1]. However, transcript levels of many of these genes varied in response to tissue, cell lines or experimental conditions. For example transcripts of the classical reference genes, beta actin (β-actin) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH), varied greatly during bacterial and viral infection. Actin and GAPDH RNA levels showed >20–35 fold change in human peripheral blood mononuclear cells (PBMCs) stimulated with tuberculosis antigens [2]. β-actin transcript levels fluctuated in different human cell lines infected with coronavirus, yellow fever virus, human herpesvirus-6, cytomegalovirus, or camel poxvirus, indicating that β-actin is not a suitable reference gene for these virus-infected cells [3]. Actin and GAPDH transcript levels also varied widely under conditions such as hypoxia [4], presence of specific proteins [5] or diseases, such as asthmatic airways [6].

Because variations in reference-gene RNA levels between different samples will compromise the reliability of qRT-PCR analysis, it was suggested that more than one stably expressed reference gene should be used to avoid misinterpreting gene expression profiles [1]. Moreover it was found that no gene is capable of maintaining constant levels of expression under all conditions; making it necessary to evaluate reference genes for each new experimental condition [7]. This is particularly important when studying host gene expression in virus-infected cells because viruses manipulate cellular protein expression and interfere with the basic host cell pathways such as cell cycle, metabolism, DNA replication and transcription to favor their own replication [8], [9], [10]. In the case of baculovirus-infected cells, host gene expression showed global down-regulation by 12–18 hour post infection (hpi) in *Bombyx mori* nucleopolyhedrovirus-infected *B. mori* BmN-4 cells [11]. In *Autographa californica* multiple nucleopolyhedrovirus (AcMNPV)-infected *Spodoptera frugiperda* (Sf21) cells, actin, histone, and heat shock 70 mRNAs were greatly reduced between 12 and 18 hpi and eukaryotic translation initiation factor eIF4E mRNAs decreased between 12 and 24 hpi [12], [13]. We previously reported that AcMNPV infection of Sf21 cells caused a substantial decline in transcript levels of nearly all host genes represented on a microarray (approximately 11,000 ESTs) from 12 to 24 hpi [10]. In addition, differential display analysis showed a decrease in host mRNA levels between 12–24 hpi in AcMNPV-infected Sf9 cells [13], [14], [15]. 

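The deposited microarray files hold 14 arrays of total RNA from Sf21 cells, a cell line of the fall armyworm, S. frugiperda. Cells infected with AcMNPV at an moi of 10 were collected at 6 hpi (n = 4 arrays), 12 hpi (n = 4) and 24 hpi (n = 2), and mock-infected cells (n = 4) were collected at 12 h. The arrays were custom 1-colour Agilent arrays of 44051 spots, with 41870 probes for 14619 S. frugiperda ESTs and 425 probes for AcMNPV. ESTs are partial sequences of transcripts, and 13333 of those on the array had 3 probes each. Agilent spike-in RNAs of known amount were added to 500 ng of total RNA before amplification and labelling with Cy3, and about 1.65 µg of labelled cRNA was put on each array. The authors read the spot intensities with Feature Extraction 9.5.1.1, which subtracted the background and did not scale the arrays to each other. The log2 intensity was computed here, and each array's 75th percentile over non-control spots was subtracted, which removes any change that is shared by most host transcripts. That percentile was 11.31 ± 0.19 (log2, SD, n = 4) in mock-infected cells, 11.13 ± 0.18 at 6 hpi, 8.98 ± 0.33 at 12 hpi and 6.58 ± 0.50 (n = 2) at 24 hpi. The values were therefore also set against the mean of 7 spike-in probes, which keeps a shared change visible per mass of total RNA. The spike-in mean was 11.87 ± 0.10 (log2, SD) in mock-infected cells, 11.79 ± 0.22 at 6 hpi, 11.66 ± 0.10 at 12 hpi and 11.73 ± 0.07 at 24 hpi. Well above background were 70.6% ± 2.24 (SD) of the host probes in mock-infected cells, 68.8% ± 2.59 at 6 hpi, 63.2% ± 1.63 at 12 hpi and 55.6% ± 2.20 at 24 hpi. Groups were compared with limma over all 14 arrays, with Benjamini-Hochberg adjustment over all tested probes. Each of the 4 slides held 1 array of mock-infected cells, 1 of 6 hpi and 1 of 12 hpi, and the 24 hpi arrays were on slides 3 and 4, so changes were also taken within slides. The number of arrays limits the precision of every value, most of all at 24 hpi. For a probe not well above background on any array of a group, the fold is given as a bound, for which the dim group's level on each array is the higher of the lowest signal well above background and the probe's own. A gene's mean that includes such signals is given as a bound in the same way, array by array, beside the mean over its probes well above background on all arrays, a choice made after the values were seen.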

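Relative to the spike-ins, the median of the 28248 host probes well above background on all mock arrays was -3.81 ± 0.42 (log2, SD, n = 4) at 12 hpi and -6.16 ± 0.43 (n = 2) at 24 hpi. It fell by 2.35 on the log2 scale between these times, which is 5.11-fold, whereas after percentile scaling the median of the fitted changes of the 29391 tested host probes was 0.25. Both 24 hpi arrays lay below all 12 hpi arrays (two-sided exact permutation test, p = 0.0667, the smallest p that 2 arrays against 4 allow). On the slides that held both times the difference was -2.32 and -2.66. Of these probes 96.9% were lower at 24 hpi than at 12 hpi, and 86.3% were lower by more than 2-fold. The spike-in mean differed by 0.07 between the 2 times (two-sided exact permutation test, p = 0.467). The median host probe had been -1.61 ± 0.22 in mock-infected cells and -1.84 ± 0.16 at 6 hpi, a difference of -0.23 that did not stand out from the spread between arrays (two-sided exact permutation test, p = 0.2) and was 0.01 on slide 4. From mock-infected cells to 12 hpi it fell by 2.21 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow), with differences of -2.63 to -1.45 within slides. The change from 12 to 24 hpi moved most under the normexp background correction, where it was -1.40, and it stayed between -2.66 and -2.05 with each array left out in turn. The median virus probe relative to the spike-ins rose from -10.16 ± 0.52 in mock-infected cells to 5.41 ± 0.14 at 12 hpi, and was lower again at 24 hpi, at 4.75 ± 0.25. Between 12 and 24 hpi limma called 16 virus probes higher and 126 lower with spike-in scaling, and 370 higher and 12 lower by percentile.

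**Figure D1:**
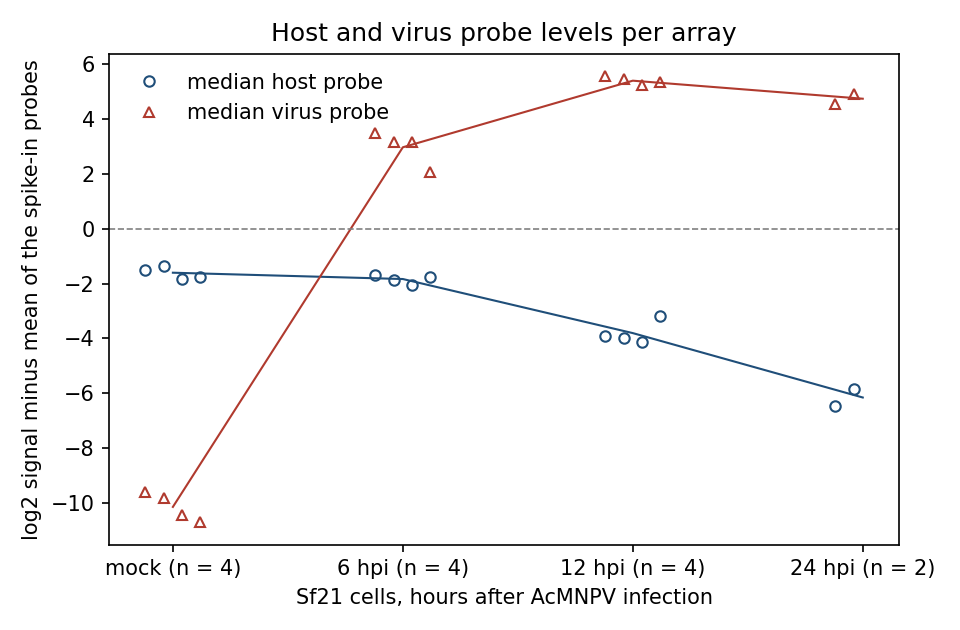
Median log2 signal of host probes and of virus probes on each of the 14 arrays, minus the mean of the spike-in probes of that array, against the group. Circles are host probes, triangles are virus probes, and each point is 1 array. Lines join the group means, and the dashed line at 0 is the spike-in mean. The host median is at -3.20 or lower on every 12 hpi array and at -5.86 or lower on both 24 hpi arrays, a fall that percentile scaling removes.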

In this study, we evaluated seven candidate reference genes, including four of the commonly used housekeeping genes (actin, GADPH, tubulin and 28S), for normalizing qRT-PCR in AcMNPV-infected Sf21 cells.

## Materials and Methods

### Cell line and virus

Sf21 cells [16] were maintained at 27°C in TC-100 media (Sigma) supplemented with 10% fetal bovine serum (Atlanta Biologicals). Wild-type AcMNPV strain L1 virus [17] used in this study and titrated by plaque assay followed standard procedures [18] to calculate the plaque forming unit (pfu)/ml. Plaque assays were performed in duplicate on three independent samples. All infections were carried out at multiplicity of infection (moi) of 10.

### Total RNA extraction

A total of 2×10^6^ Sf21 cells were infected with wild-type AcMNPV. TC-100 medium was used for the mock infection. Infected cells were collected at 6, 12, 24 and 48 hpi and mock-infected cells were collected at 12 h after the experiment began. Total RNA was purified by an RNAeasy Mini Kit (Qiagen) according to the manufacturer instructions. The RNA quality was assessed by Agilent 2100 Bioanalyzer using Agilent RNA 6000 Nano LabChip kit. Forty eight hpi was the last time point tested because it is well documented that host gene transcripts decline before 48 hpi during AcMNPV infection [10]. In addition, after that time point, cells will start to die and the RNA concentration will not be representative of the starting number of cells.

### Qualitative real time polymerase chain reaction (qRT-PCR)

The qRT-PCR method was used to evaluate the potential of seven genes (Table 1) as internal reference genes in qRT-PCR assays during AcMNPV infection. A total of 14 forward and reverse primers (Table 1) were designed using Primer Express Software (Applied Biosystems). Five hundred ng of total RNA from each sample was used as a template to synthesize cDNA according to the iScript cDNA synthesis kit manufacturer's instructions (Bio-Rad). The qPCR was conducted using Power SYBR Green PCR Master Mix on 7900HT Fast Real-Time PCR System (Applied Biosystems). Four biological samples for each time point of infection and mock infection were used in the qRT-PCR, and each was conducted in duplicate. The relative transcript level of each gene was calculated according to the 2^−Ct^, for unnormalized genes, and the 2^−ΔΔCt^ method, for the genes normalized to 28S [19]. The relative transcript levels in the mock-infection sample was considered to be 1 and the relative transcript levels of each of the rest of the samples was calculated accordingly. A Student's t-test was performed on the data.

**Table 1:** A list of primers used in this study.

Gene	Primer name	Sequence
**myosin**	myosin F	GGATGACGACGGCATGATC
	myosin R	GCCTCTACGCCATCACCTTCT
**28S**	q28s F	CTGGCTTGATCCAGATGTTCAG
	q28s R	GGATCGATAGGCCGTGCTT
**Tubulin**	Tub F	GGGCATGGACGAGATGGA
	Tub R	GGACACCAGGTCGTTCATGTT
**Ecdysoneless**	ECD F	GCCGTATCCAAAGCATGACA
	ECD R	TGGTGACGGCCAAAGGAA
**L35**	L35 F	GCAACCAGCACGAGAACACA
	L35 R	GCGTCTTCACGGCTCTTTG
**Actin**	Actin F	TTGCCCTGAAGCCCTCTTC
	Actin R	CTCGTGGATACCGCAAGATTC
**GAPDH**	GAPDH F	CGTGGGAGCAGGTTTCGT
	GABDH R	ACGGCCGCTTTAGTGTTGTC

## Results

Studies investigating the selection of reference genes for normalizing qRT-PCR experiments in AcMNPV-infected Sf21 cells are limited. To evaluate the potential of seven candidate reference genes, RNA levels of these genes were analyzed by qRT-PCR in two technical replicates of each of four biological replicates in mock- and AcMNPV-infected Sf21 cells over time.

### Expression Profiles of Candidate Reference Genes

RNA levels were determined as the number of cycles needed for the amplification to reach a fixed threshold in the exponential phase of the PCR reaction. The overall cycle threshold values (Ct) were compared for the different genes. Each of the seven candidate reference genes displayed a narrow range of mean Ct values across all experimental samples (Fig. 1A). However they exhibited a wide range of RNA levels (Table 2). The fluorescence peak after 5.54 cycles showed that 28S was the most abundant RNA, whereas myosin was the least abundant RNA with a Ct value of 33.5.

**Figure 1:**
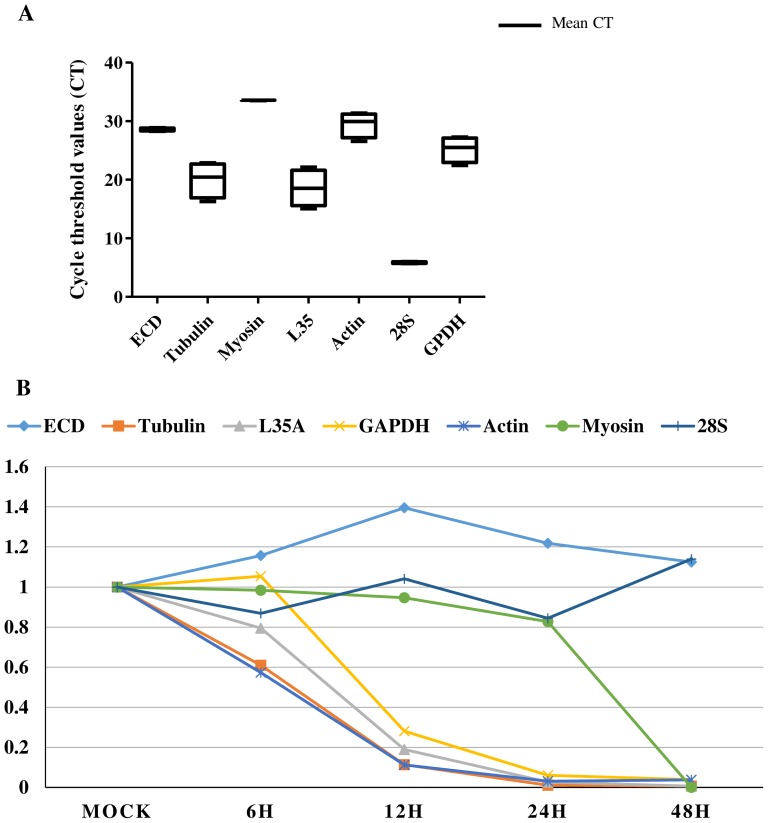
Expression levels of the candidate reference genes. (A) Expression levels displayed as average cycle threshold (Ct) values ±SD of the genes selected for this study, represented in a box and whisker diagram. Whiskers represent the maximum and minimum values. The genes were ordered from the least (higher Ct, to the left) to the most abundantly expressed (lower Ct, to the right) the black line represents the mean of duplicate samples, and the bars indicate the standard deviation of the mean. (B) Fluctuation of relative expression in of the evaluated reference genes AcMNPV-infected Sf21 cells, at 6, 12, 24 and 48 hpi based on the 2^−Ct^ methods.

**Table 2:** Comparison of average Ct±SD during 48 hpi of AcMNPV, of the seven selected reference genes.

	ECD	Tubulin	Myosin	L35	Actin	28S	GAPDH
**Mock**	28.7±0.60	15.5±0.17	33.4±0.50	14.7±0.21	25.8±0.57	5.54±0.19	22.5±0.21
**6 h**	28.5±0.33	16.2±0.14	33.5±0.57	15.0±0.26	26.6±0.27	5.76±0.28	22.4±0.13
**12 h**	28.2±0.47	18.9±0.75	33.6±0.56	17.2±0.42	29.1±0.83	5.70±0.25	24.4±0.39
**24 h**	28.6±0.74	22.0±0.39	33.7±0.25	19.9±0.41	31.3±1.27	5.95±0.30	26.6±0.35
**48 h**	28.9±1.12	22.9±0.74	undetected	22.1±0.69	30.8±1.12	6.00±1.24	27.2±0.57
**Avg**	28.5±0.24	20.0±3.04	33.5±16.6	18.5±3.12	29.4±2.16	5.86±0.15	25.1±2.20

The highest RNA levels (lowest Cts) for all tested genes were at 6 hpi. Ct results showed a sharp decrease in the transcript levels of tubulin, actin, GAPDH, L35 by 12–24 hpi. In contrast, Ct values of ECD and 28S RNA levels were relatively stable across all examined infection time points (Fig. 1B). Whereas myosin maintained a stable, although high, Ct during first 24 hpi, it was undetectable at 48 hpi (Table 2). For the genes with the least variable RNA levels (28S and ECD), Ct ranges were between 5.54–6.00 and 28.5–28.9, respectively. However, Ct values of the other genes spanned a greater range over the course of infection; tubulin (16.27–22.9), beta actin (26.6–30.8), GAPDH (22.4–28.9), and L35 (15.0–22.1). The myosin gene Ct values ranged between 33.5 and undetectable (lowest, median, and highest Cts of each gene during 48 hpi are shown in Fig. 1).

### Variability of transcript levels

#### A. Transcript levels at different times post infection

To evaluate the suitability of each of the selected genes as reference genes for qRT-PCR experiments in AcMNPV-infected Sf21 cells their mean Ct values and SDs were compared (Table 2). A low average Ct value with low standard deviation (SD) value indicates a higher transcript copy number with a little variation between infection time points, which are characteristics of a reliable reference gene during AcMNPV infection. In contrast, a high SD for the average Ct value of the combination of all of the infection time points indicates that the host gene transcript levels vary over time in the virus-infected cells, making it a poor choice as a reference gene. In addition to being the most abundant RNA (lowest Ct value), 28S rRNA levels fluctuated the least over the course of infection. According to the calculated SD of the mean Ct values, the 28S had the smallest SD value (0.15) followed by ECD, myosin, actin, GAPDH, tubulin and L35 (Table 2).

The ECD RNA levels remained relatively constant throughout the infection, with the highest and lowest relative expression detected at 12 and 48 hpi, respectively. However, the ECD RNA levels were higher in infected cells compared to the mock infection at all-time points. The RNA levels of all the seven genes were compared to each other in each of the infection time point from 6–48 hpi (Fig. 2A–D).

**Figure 2:**
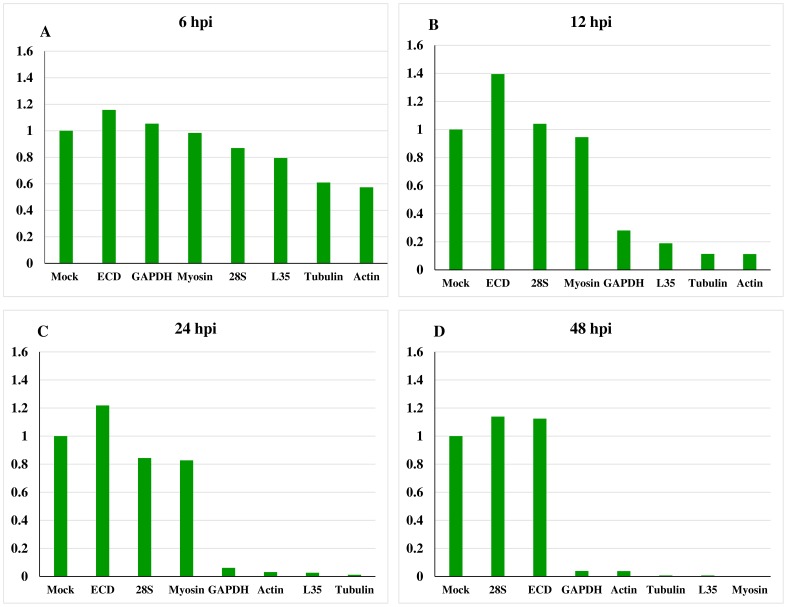
Effect of AcMNPV infection on the expression profile of the selected host genes. Sf21 cells infected with AcMNPV at moi of 10 were harvested at 6, 12, 24, 48 hpi.

#### B. Variation in transcript levels post normalization with 28S

To further evaluate the candidate reference genes during viral infection their transcript levels were normalized to 28S rRNA (known to be stable during AcMNPV infection). The change in RNA levels was recorded using the 2^−ΔΔCt^ method. ECD RNA levels was confirmed up to 48 hpi (Figure 3A), as was the reduction of the RNA levels and inconsistency of tubulin, actin, GAPDH, L35 and myosin RNA levels during AcMNPV infection (Figure 3 B, C, D, E, F, respectively).

**Figure 3:**
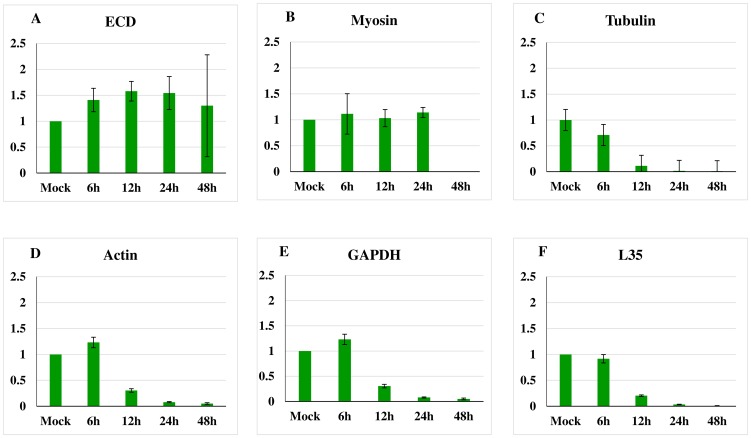
Regulation of gene expression by qRT-PCR. RNA was extracted from mock-infected *Sf*21 cells harvested at 12 h.p.i. and from infected cells harvested at 6, 12, 24, or 48 h.p.i. Primers are listed in Table 1. Each value represents two technical replicates of each of four biological replicates. Standard deviation is indicated by bars. 28S gene was used as internal control for normalization and to calculate the relative expression based on 2^−ΔΔCt^ method [19].

## Discussion

This study was conducted to identify host transcripts with minimal fluctuation in abundance as reference genes for qRT-PCR studies of AcMNPV-infected *S. frugiperda* cells. Because they are abundant and maintain stable levels during infection 28S and 18S rRNAs were used to normalize qRT-PCR in various studies on virus-infected insect, vertebrate, and plant cells, [20], [21], [22], [23], [24]. Previously 28S rRNA was shown to be a promising reference gene to normalize qRT-PCR data in baculovirus-infected cells and for infections by other insect DNA viruses such as *Musca domestica* salivary gland hypertrophy virus [10], [20]. In this study, 28S rRNA showed the lowest Ct score and least variation in RNA levels during viral infection, confirming the value of 28S rRNA as a reference for normalizing qRT-PCR gene expression data for AcMNPV-infected *S. frugiperda* cells. However 28S rRNA is not optimal as a reference gene because it is so much more abundant than potential target mRNA transcripts. This makes it difficult to correctly subtract the baseline value in real-time RT-PCR data analysis, which may yield inaccurate conclusions [25].

With the exception of 28S rRNA, none of the other host genes commonly used for normalizing qRT-PCR, actin, tubulin, and GAPDH, which were evaluated in this study, were suitable as reference genes in AcMNPV-infected Sf21 cells. In fact, the greatest variation in mRNA levels in this study was for β-actin, one of the most commonly used reference genes. This result is consistent with a previous study in which northern blot analysis showed a substantial decrease in actin mRNA between 12 and 18 hpi in AcMNPV-infected *S. frugiperda* cells [12]. The microarray data showed that actin was down-regulated by 1.2, 16, and 75 fold at 6, 12, and 24 hpi, respectively (unpublished data). These results indicate that β-actin is a poor choice as a qRT-PCR reference gene in AcMNPV infected *S. frugiperda* cells. 

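Actin was represented by 16 probes of 6 ESTs, and the 14 probes well above background on all mock arrays were averaged on each array. Of these 14, 2 were not well above background on any 12 hpi array and 4 on any 24 hpi array, and 9 were well above background on all arrays. After percentile scaling, actin was 1.13-fold lower than in mock-infected cells at 6 hpi, at least 1.45-fold lower at 12 hpi and at least 1.78-fold lower at 24 hpi, and over the 9 probes it was 1.71-fold lower at 12 hpi and 3.85-fold lower at 24 hpi. The fitted log2 fold change of the mean over the 14 probes was -0.18 (standard error 0.08, adjusted p = 0.0798 from limma with Benjamini-Hochberg adjustment) at 6 hpi, -0.60 (standard error 0.08, adjusted p = 1.73e-05) at 12 hpi and -1.12 (standard error 0.10, adjusted p = 2.43e-07) at 24 hpi. With spike-in scaling actin was 1.22-fold lower at 6 hpi, at least 6.28-fold lower at 12 hpi and at least 43.0-fold lower at 24 hpi, and over the 9 probes it was 7.39-fold lower at 12 hpi and 93.1-fold lower at 24 hpi. The mean level of the 14 probes relative to the spike-ins was 0.10 ± 0.21 (log2, SD, n = 4) in mock-infected cells, -0.19 ± 0.18 at 6 hpi, -2.62 ± 0.30 at 12 hpi and -5.61 ± 0.57 (n = 2) at 24 hpi. The change at 6 hpi passed the threshold under quantile normalization (-0.36), with the slide as a random block, in a fit of only the 2 groups compared and for the median over the probes, and its adjusted p ranged from 0.00289 to 0.535 over the alternatives. The difference at 6 hpi was not past it with spike-in scaling (adjusted p = 0.408 from limma with Benjamini-Hochberg adjustment), and those at 12 hpi (adjusted p = 6.57e-09) and 24 hpi (adjusted p = 3.02e-12) were. Within slides actin was lower at 6 hpi on all 4 slides, by changes of -0.50 to -0.18 with spike-in scaling and -0.29 to -0.12 by percentile. The spike-in scaled change within slides was -3.01 to -2.12 at 12 hpi and -5.91 to -5.15 at 24 hpi. The change at 24 hpi moved most with spike-in scaling over the 9 probes, to -6.54, and with each array left out in turn the percentile scaled change stayed between -1.22 and -1.01. The probes did not change alike: relative to the spike-ins all 9 probes were lower at 24 hpi, by log2 changes from -7.79 to -0.64, whereas after percentile scaling 8 were lower and 1 was higher. The 3 probes of the EST described as beta actin (Sf1F00825-3-1-Contig2) gave falls of 1.53-fold at 6 hpi, 10.4-fold at 12 hpi and at least 56.4-fold at 24 hpi with spike-in scaling, and of 1.43-fold, 2.39-fold and at least 2.33-fold with percentile scaling. Of these 3, Spodo_PID_00192 was not well above background at 24 hpi, at least 32.3-fold lower than in mock-infected cells relative to the spike-ins, and Spodo_PID_00193 was well above background on 1 of the 2 arrays. The remaining probe, Spodo_PID_00194, was 158-fold lower at 24 hpi relative to the spike-ins and 6.52-fold lower by percentile.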

We also observed significant drops in both tubulin and GAPDH transcript levels by 12 hpi, indicating that neither is suitable for use as a reference gene in AcMNPV-infected Sf21 cells. However, each of these genes may be useful for normalizing qRT-PCR experiments in other situations involving infected insects or insect cells. For example, tubulin may be suitable for normalizing data in an AcMNPV-infected *Lymantria dispar* cell line. Although neither LdFB but not Ld652Y cells are fully permissive for AcMNPV, tubulin transcript levels showed very different patterns [26]. There were no consistent changes (decreases or increases) in tubulin transcript levels observed in AcMNPV-infected LdFB cells over a 72-h measurement period, suggesting tubulin transcripts could be used for normalization of qRT-PCR data from these infections. In contrast, in AcMNPV-infected Ld652Y cells tubulin transcript levels were greatly reduced after 24 hpi indicating it would be a poor choice for normalizing qRT-PCR data in these infections. GAPDH plays a role in energy metabolism and is one of the most frequently used reference genes [27]. However, in this study GAPDH transcript levels declined significantly by 12 hpi in AcMNPV-infected Sf21 cells. But in bacteria-challenged honeybees, GAPDH transcript levels remained constant [28]. Thus while GAPDH is not suitable for normalizing qRT-PCR data from AcMNPV-infected *S. frugiperda* cells, it should not be rejected for other experimental situations.

One of the host genes identified as a potential normalization gene based on our microarray data proved to be the most suitable for reference gene for experiments on AcMNPV-infected Sf21 cells. ECD transcript levels were the least variable of all of the genes evaluated by the qRT-PCR over the course of AcMNPV infection in Sf21 cells in this study, as they were in our previous microarray study [10]. 

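ECD was represented by the 3 probes of 1 EST (SF9L06166) described as similar to ecdysoneless. After percentile scaling its log2 fold change against mock-infected cells was 0.03 (standard error 0.07, adjusted p = 0.761 from limma with Benjamini-Hochberg adjustment) at 6 hpi, against -0.07 with spike-in scaling. It was -0.86 (standard error 0.07, adjusted p = 3.20e-07) at 12 hpi and -0.79 (standard error 0.09, adjusted p = 3.00e-06) at 24 hpi, and both turned positive under the normexp correction, to 0.28 and 1.44. That correction adds 50 to every signal, which raises dim probes against the 75th percentile, most on dim arrays. Its signs for dim probes thus decide nothing. The value at 24 hpi includes signals at background, and as a bound it is a fall of at least 1.15-fold by percentile. Relative to the spike-ins the ECD level was -3.30 ± 0.23 (log2, SD, n = 4) in mock-infected cells, -3.37 ± 0.24 at 6 hpi, -6.26 ± 0.42 at 12 hpi and -8.68 ± 0.55 (n = 2) at 24 hpi. ECD was thus 7.83-fold lower at 12 hpi (adjusted p = 6.56e-09 from limma with Benjamini-Hochberg adjustment) and at least 27.7-fold lower at 24 hpi, with every array of both times below every mock array. Within slides the change was -3.45 to -2.25 at 12 hpi, and 12 hpi replicate 4 stood apart from the other arrays of its time, at -5.64. The reverse complement of the paper's ECD reverse primer shares 14 bases with the start of a probe of another EST, Spodo_PID_02360, which was singled out after its values were seen. Of the 3 probes, Spodo_PID_40922 alone was well above background on all 14 arrays, and at 24 hpi it was 0.99 higher after percentile scaling and fell by 3.60 relative to the spike-ins, which is 12.2-fold (adjusted p = 4.56e-09 from limma with Benjamini-Hochberg adjustment). Spodo_PID_40921 was not well above background at 24 hpi and was at least 27.7-fold lower than in mock-infected cells relative to the spike-ins, and Spodo_PID_40920 was well above background on 1 of the 2 arrays. Variation over the time course was taken as the SD of the 4 group means, for the 5 of the 7 genes that a probe description names. After percentile scaling the SD was 0.46 for L35, 0.48 for myosin, 0.49 for ECD, 0.50 for actin and 0.64 for tubulin. With spike-in scaling it was 1.70 for L35, 2.21 for myosin, 2.59 for ECD, 2.65 for actin and 2.78 for tubulin, so that ECD ranked 3 of 5 on both scales, and 4 of 5 under quantile normalization and the normexp correction. By percentile its rank was between 2 and 4 with each array left out in turn. These means include signals at background at 24 hpi. With spike-in scaling the order largely follows brightness, and a dim probe can fall less before it reaches background. Mock levels relative to the spike-ins were -3.93 for L35, -3.30 for ECD, -2.38 for myosin, 0.10 for actin and 0.92 for tubulin. The paper's qRT-PCR found L35 more abundant than ECD and orders it as the most variable by SD of Ct. The array rank of L35 is thus doubtful. Over probes well above background on all arrays, which leaves 1 probe for ECD, its SD was 0.65 by percentile, rank 3, and 1.85 with spike-in scaling, rank 2 behind L35 at 1.67. GAPDH and 28S were not analysed here, since no probe description names them.

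**Figure D2:**
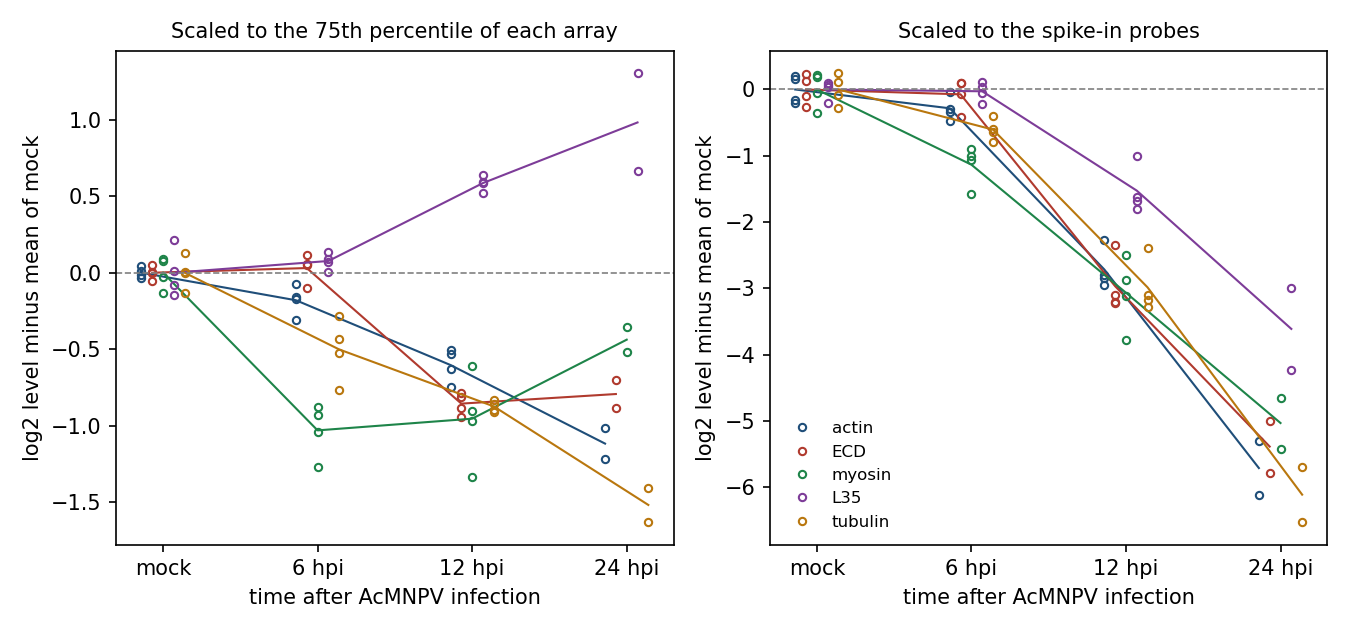
Log2 level of actin, ECD, myosin, L35 and tubulin on each array minus the gene's mean over the mock arrays, against the group, with 75th percentile scaling (left) and spike-in scaling (right). Points are arrays, lines join the group means, and the dashed line at 0 is the mock mean. At 24 hpi all 5 genes are lower with spike-in scaling, and tubulin fell by 6.11, while with percentile scaling L35 is higher and tubulin fell by 1.52. The means at 24 hpi include probes not well above background.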

How ECD transcript levels remain stable during AcMNPV-infection, while most host gene transcript levels decline precipitously is unknown. 

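The descriptions of the microarray probes name 9 myosin ESTs, for heavy and light chains of several kinds, and 16 of their 27 probes were well above background on all mock arrays. Of these 16, 5 were not well above background on any 12 hpi array and 7 on any 24 hpi array, and 6 were well above background on all arrays. The mean over the 16 probes, after percentile scaling, had a log2 fold change against mock-infected cells of -1.03 (standard error 0.14, adjusted p = 4.57e-05 from limma with Benjamini-Hochberg adjustment) at 6 hpi. It was -0.95 (standard error 0.14, adjusted p = 3.87e-05) at 12 hpi and -0.44 (standard error 0.17, adjusted p = 0.0300) at 24 hpi, and under the normexp correction both turned positive, to 0.37 and 0.99. The offset of that correction raises dim probes, as for ECD. With signals at background raised to their bound the percentile scaled change was -0.53 at 12 hpi, at least 1.45-fold lower, and 0.22 at 24 hpi, so that the 16 probes give no bound on a fall at 24 hpi. The call at 24 hpi was lost without mock replicate 1, without mock replicate 4 and without 24 hpi replicate 1, where the change was -0.36 (adjusted p = 0.165 from limma with Benjamini-Hochberg adjustment). Over the 6 probes the changes were -0.54 at 6 hpi, -0.09 at 12 hpi and -0.31 at 24 hpi (adjusted p = 4.76e-04, 0.417 and 0.0285 from limma with Benjamini-Hochberg adjustment), so that the call at 12 hpi was lost. At 12 hpi 4 of the 6 were lower and 2 higher, from -2.23 to 2.03, and they cancel in that mean. Relative to the spike-ins the mean level of the 16 probes was -2.38 ± 0.26 (log2, SD, n = 4) in mock-infected cells, -3.52 ± 0.31 at 6 hpi, -5.45 ± 0.54 at 12 hpi and -7.42 ± 0.54 (n = 2) at 24 hpi. On that scale myosin was at least 2.10-fold, 6.25-fold and 20.7-fold lower at 6, 12 and 24 hpi. The mean over the 16 probes was lower at 6 hpi on all 4 slides, by changes of -1.23 to -1.02 within slides. Over the 6 probes the falls were 1.56-fold, 4.60-fold and 29.9-fold (adjusted p = 0.0734, 2.86e-07 and 3.99e-11 from limma with Benjamini-Hochberg adjustment). That at 6 hpi was not past the threshold, in a fit that does not pair the arrays by slide. These 6 probes ranged from -6.08 to -0.43 at 24 hpi, and of all 16 probes 15 were called lower. The remaining probe belonged to the EST described as a myosin heavy chain variant (Sf1P05077-5-1-Contig1), for which the change was -0.27 at 6 hpi, -0.08 at 12 hpi and -0.43 at 24 hpi relative to the spike-ins (adjusted p = 0.582, 0.795 and 0.259 from limma with Benjamini-Hochberg adjustment). After percentile scaling the same probe was 2.03 higher at 12 hpi and 4.16 higher at 24 hpi.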

Myosin, another gene identified as stable in the microarray study, maintained relatively constant transcript levels through 24 hpi before declining by 48 hpi in this qRT-PCR analysis (Fig. 3). This suggests it could potentially be used as a reference gene for experimental data collected by 24 hpi or earlier. However, the Ct score for myosin of 33.5 indicates myosin transcripts are relatively low abundance to a level that makes it difficult to be compared with if used as a reference gene. It is well documented that due to experimental limitations of the PCR reaction, its DNA product is not amplified exponentially and the DNA synthesis will be saturated after 30 to 35 cycles [29]. Ribosomal protein L35, exhibited an expression pattern that was similar to tubulin, actin, and GAPDH in qRT-PCR analysis, declining rapidly after 6 hpi (Fig. 3), inconsistent RNA levels were also observed on microarrays (unpublished data) indicating that L35 is not a good choice for normalizing qRT-PCR in AcMNPV-infected Sf21 cells.

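Ribosomal protein L35 was represented by the 3 probes of 1 EST (SF9L00402-Contig1). After percentile scaling its log2 fold change against mock-infected cells was 0.08 (standard error 0.12, adjusted p = 0.633 from limma with Benjamini-Hochberg adjustment) at 6 hpi, and with spike-in scaling it was -0.03. At 12 and 24 hpi the direction depended on the scaling: L35 was 0.59 higher (standard error 0.12, adjusted p = 7.51e-04) and 0.98 higher (standard error 0.15, adjusted p = 4.35e-05) by percentile, with changes of -1.53 and -3.61 relative to the spike-ins. The percentile calls were lost under quantile normalization, where the changes were 0.36 and 0.12, and at 24 hpi also under median scaling, where it was 0.09. Relative to the spike-ins L35 was lower by 2.88-fold at 12 hpi (adjusted p = 1.92e-05 from limma with Benjamini-Hochberg adjustment) and by at least 10.9-fold at 24 hpi, where it was 11.5-fold over the 2 probes well above background on all arrays. The level on that scale was -3.93 ± 0.14 (log2, SD, n = 4) in mock-infected cells, -3.96 ± 0.14 at 6 hpi, -5.46 ± 0.35 at 12 hpi and -7.54 ± 0.88 (n = 2) at 24 hpi. Within slides the change was -1.77 to -1.08 at 12 hpi and -4.03 to -3.06 at 24 hpi. The 3 probes gave like changes at 24 hpi, from -3.79 to -3.44, and 1 of them was well above background on 1 of the 2 arrays. L35A, a different ribosomal protein with 3 probes of its own, was 0.24 higher at 12 hpi and 0.15 higher at 24 hpi by percentile, neither past the threshold (adjusted p = 0.499 and 0.716 from limma with Benjamini-Hochberg adjustment), with changes of -1.87 and -4.44 relative to the spike-ins. The percentile scaled value of L35A at 12 hpi rests on 1 array, and without 12 hpi replicate 1 it was -0.18. Under the normexp correction L35A passed the threshold upwards, at 0.77 and 0.89 at 12 and 24 hpi, and under quantile normalization downwards, at -0.99 and -2.08.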

In conclusion, because the majority of host genes are dramatically down-regulated over the course of infection in AcMNPV-infected Sf21 cells [10], [14], choices of reference genes as reliable normalizers for qRT-PCR analyses are limited. 

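Of the 41870 host probes, 29391 were well above background on every array of at least 1 group and were tested. After percentile scaling, limma with Benjamini-Hochberg adjustment (adjusted p under 0.05) called 7155 higher and 7743 lower at 6 hpi than in mock-infected cells, 11069 higher and 11009 lower at 12 hpi, and 12447 higher and 11699 lower at 24 hpi. With spike-in scaling it called 2280 higher and 5468 lower at 6 hpi, 1091 higher and 25823 lower at 12 hpi, and 802 higher and 27347 lower at 24 hpi. The share of higher among the called probes was thus 48.0% by percentile against 29.4% by spike-ins at 6 hpi, 50.1% against 4.05% at 12 hpi and 51.5% against 2.85% at 24 hpi. Median scaling put the higher share at 32.4% at 24 hpi and quantile normalization at 36.8%. The normexp correction, whose offset raises dim probes against the percentile, put it at 68.2%. From 12 to 24 hpi, 12036 probes were called higher and 8295 lower by percentile, and 359 higher and 25538 lower relative to the spike-ins. The methods' t-test, which the paper names for its qRT-PCR data, gave 12121 higher and 11482 lower at 24 hpi after percentile scaling at its own threshold, and 11870 and 11258 after Benjamini-Hochberg adjustment. Of the 28248 host probes well above background on all mock arrays, 58.6% were lower at 6 hpi relative to the spike-ins, 95.8% at 12 hpi and 27682 probes at 24 hpi. At 24 hpi the median change of these probes was -4.62, and -4.37 when signals not well above background were raised to the lowest signal that was. The paper reasons that most host genes are down-regulated in the course of infection, and concludes from this that the choices of reference genes for qRT-PCR are limited.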

We found that both 28S rRNA and ECD transcripts remained relatively constant throughout the course of infection, indicating they can serve as reliable normalizers for qRT-PCR analyses in AcMNPV-infected cells through 48 hpi. However, ECD could be a better choice than 28S RNA for comparing transcripts with mid-range numbers during AcMNPV infection. Myosin is also a potential reference gene as its transcript levels were stable up until 24 hpi. However, we recommend that genes with Cts >30 cycles, as myosin, should not be further considered as a reference gene in AcMNPV infected Sf21 cells since their transcripts are close to the noise that results in with the non-template samples [29]. Surprisingly, actin was the most variable gene in our study and should be avoided in gene expression studies involving AcMNPV-infected *S. frugiperda* cells.

How the deposited data were processed for this re-analysis (not part of the article)

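Total RNA of Sf21 cells infected with AcMNPV at an moi of 10 and collected at 6 hpi (4 arrays), 12 hpi (4 arrays) and 24 hpi (2 arrays), and of mock-infected cells collected at 12 h (4 arrays), was measured on 1-colour Agilent arrays of 44051 spots. The group of each array was taken from the sample labels, and the times of collection from the labels and the paper. The qRT-PCR measurements were not analysed here, and neither was 48 hpi.

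The authors deposited 1 scanner output per array. Its intensity values were made with Feature Extraction 9.5.1.1, which subtracted a fitted background surface and corrected trends within the array, and they were not scaled between arrays. The deposited files also hold the mean spot intensity and local background intensity before correction, and flags per spot for signal well above background, saturation and outliers. The authors also deposited a table of log2 values, whose making the paper's text does not describe. Set against the scanner values, 100% of these were within 0.02 of the log2 intensity minus the array's 75th percentile and then minus the probe's median over the 14 arrays. Total RNA of 500 ng per sample had been labelled with spike-in RNAs added, and 1.65 µg of labelled cRNA put on each array.

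From there, control spots and spots with an outlier flag (0.0466% of non-control spots) were left out, spots of 1 probe were averaged on the log2 scale, and the array's 75th percentile over non-control spots was subtracted. Spike-in scaling subtracted the mean of 7 of the 10 spike-in probes, each with 32 spots, which were unsaturated and well above background. A probe was tested when it was well above background on every array of at least 1 group. The fit was made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over all 14 arrays with 1 coefficient per group, so that the 2 arrays of 24 hpi borrow the spread of the other groups, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes with a threshold of 0.05. Calls are counted over host probes. A gene's value is the mean over its probes well above background on all mock arrays. The level of the median host probe was compared with two-sided exact permutation tests. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

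Apart from matches to the paper's primers, the probes named in the text were set by a rule. They are all probes whose description names a gene of the paper's Table 1, 18S, a histone, heat shock 70 or eIF4E, then the cytosolic ribosomal proteins as a list, the 3 probes with the largest rise and the 3 with the largest fall at 24 hpi, and the 5 with the smallest SD of the 4 group means relative to the spike-ins. Named outside the rule were Spodo_PID_02360 and Spodo_PID_09459, which share sequence with a primer of the paper. Spodo_PID_02360 was singled out after its values were seen. Descriptions are those of the array's design, and 24170 of the 41870 host probes are described as unknown. The deposited files do not pair any probe with GAPDH, 28S or 18S by description.

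Precision is limited by the number of arrays. Replicate arrays of a group correlated across probes, which are not independent replicates, with r between 0.979 and 0.994, and no 2 arrays held identical values. Values were simulated for 29704 probes, with 200 changed by 2-fold or more. The fit recovered 80.5% of the changed probes with 8 false calls for 6 hpi against mock, and 85% with 9 for 12 hpi against mock. It recovered 80.5% with 5 for 24 hpi against mock, and 71% with 9 for 24 hpi against 12 hpi. The simulated noise was independent, without slide effects or a background floor, and far fewer probes changed than were called here. These rates thus do not carry over to the real fit.

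Replicate numbers of mock, 6 hpi and 12 hpi arrays are shared with the slide. After the group means were removed, the 12 pairs of such arrays with the same number correlated with r between 0.164 and 0.554, and the 36 pairs with different numbers with r between -0.362 and 0.372. The ranges overlap, and number and slide are the same for these arrays. The slide and anything else that goes with the number thus cannot be told apart as what pairs them. The 24 hpi replicates 1 and 2 are on slides 3 and 4, so their number is not the slide's.

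The alternatives tried were spike-in scaling, no scaling, median scaling, quantile normalization, the normexp background correction with an offset of 50, the authors' log2 table, no filter on dim probes, probes well above background on all arrays only, outlier spots kept, slide as a fixed or a random block (consensus correlation 0.284), the replicate number as a block, only the 2 groups compared in the fit, eBayes with trend and robust, at least 2-fold change in addition, the methods' t-test, the median over a gene's probes, and each replicate left out in turn. These choices, the groups, the fit and the rule for named probes were made before the data were examined. Added after seeing the data were the scan date as a block, scaling to a probe with sequence of the 28S reverse primer, and gene means over probes well above background on all arrays, with percentile and with spike-in scaling, and the rank of ECD by variation with each replicate left out. Scaling to 28S itself was not run, since no probe is so described.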

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

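The tests on single arrays that stood apart, on the collection time of the mock-infected cells, on 1 carried-over share of virus signal, on ESTs with at least 2 higher probes, and on the other probes seen on all mock arrays were chosen only after the results were seen. The tests on the other probes of an EST seen in either group and on the rank correlation of virus signal were set before.

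Among 78 groups of 4 arrays, 6 held an array that stood apart from the others of its group by Dixon's test, and chance gives about 1 in 20 such groups.

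The mean spike-in level of 6 hpi replicate 1 was 11.46 (log2), against 11.89 to 11.94 on the other 6 hpi arrays. If the whole array were dimmer, its unscaled median host probe would lie below the others too. It lay lower than the lowest of them by a difference of -0.073, far less than the gap of the spike-ins, so lower brightness may explain part of that gap only. No biological explanation was tested for RNA added from outside. The array's spike-in scaled host levels carry this gap, and without 6 hpi replicate 1 the change of the median host probe from mock to 6 hpi was -0.28.

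On 12 hpi replicate 4, ECD was at -5.64 relative to the spike-ins, against -6.52 to -6.39 on the other arrays, and eIF4E was at 0.35, against -0.82 to -0.65. The median host probe of this array was 0.82 above the mean of the others. ECD was 0.84 above the mean of the others with spike-in scaling and 0.06 with percentile scaling, and eIF4E was 1.09 and 0.31 above. This is consistent with a smaller fall of host RNA on the whole array, and for eIF4E a part remains after percentile scaling. Whether these cells were at an earlier stage of infection or the sample was handled differently stays open.

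L35A on 12 hpi replicate 1 was at 1.79 after percentile scaling, against -0.08 to 0.20 on the others. Of its 3 probes only 1, Spodo_PID_38452, lay over 1 above the highest of the other arrays, by 4.53, and the other 2 differed by -0.01 and 0.09. A deviating probe is thus a candidate explanation, and a change of the transcript itself would have moved the other 2 probes as well. That probe was well above background on 1 of the 4 arrays of 12 hpi.

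The heat shock 70 EST Sf2L00008-5-1 was at -1.18 on mock replicate 4 after percentile scaling, against -2.66 to -2.54 on the other mock arrays. All 3 of its probes lay over 1 above the highest of the others (by 1.28, 1.49 and 1.25), which argues against a single deviating probe. Stress of that culture could explain it, but this was not tested. The mean over all heat shock 70 probes relative to the spike-ins was -3.38 on mock replicate 3, against -2.83 to -2.79 on the others, and no explanation was tested for it.

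Heat shock 70 (13 probes of 5 ESTs) moved in opposite directions relative to the spike-ins, with a log2 fold change against mock of 2.11 at 6 hpi and -2.52 at 24 hpi, on all arrays of both times. The difference between 24 and 6 hpi was -4.63 (adjusted p = 3.00e-10 from limma with Benjamini-Hochberg adjustment). After percentile scaling both changes were positive, 2.21 and 2.08, and the difference was -0.13, so the opposite signs follow from the scaling that keeps the shared fall of host RNA. Relative to the median host change of -0.11 at 6 hpi and -4.62 at 24 hpi, the mean of heat shock 70 was higher at both times.

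The 5 ESTs did not change alike. Sf2H01963-5-1 (1 probe) was 5.29 higher at 6 hpi relative to the spike-ins, while Sf1P20517-5-1 had a change of -1.10, and was lower by percentile as well. The EST Sf2L00008-5-1 rose most. It was 6.58 higher at 6 hpi than in mock-infected cells relative to the spike-ins and 6.69 by percentile, and the paper does not report it. The mock-infected cells were collected 6 h later than the 6 hpi cells. At 12 hpi, when mock and infected cells were collected at the same time, the EST was still 3.59 higher (adjusted p = 4.39e-08 from limma with Benjamini-Hochberg adjustment), on all 4 arrays, which argues against the collection time as the whole cause. At 24 hpi it was 1.11 higher (adjusted p = 0.0215), on 1 of the 2 arrays above all mock arrays. An early induction of this transcript by infection, or by the handling of infected cells, is a hypothesis that the design does not separate.

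Of the virus probes, 423 of 425 were well above background on all 6 hpi arrays, against 35 on all mock arrays and 118 on at least 1 of them. As a group they took 0.00269% of the summed signal of mock arrays, 15.9% at 6 hpi, 54.4% at 12 hpi and 73.9% at 24 hpi. If signal carried over from infected samples caused the mock signal, the level of a virus probe on the mock arrays should rise with its level at 6 hpi. Across virus probes, which are not independent replicates, Spearman's rho was 0.214, between the values set for and against this. If 1 share of the signal of infected samples were carried over as the whole cause, the gap between 6 hpi and mock would be alike for all probes, but for the 35 probes it ran from 2.61 to 13.94 (log2, median 9.70). A share equal to the median gap would put 165 of the 307 virus probes that were not well above background on any mock array (53.7%) above their level on every mock array and above the lowest signal well above background. From 12 or 24 hpi it would do so for 61.6% or 64.2%. These values argue against such carry-over as the whole cause. A contribution of carry-over to some probes and other binding cannot be told apart, since the rank correlation is neither strong nor absent.

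Relative to the spike-ins 802 host probes of 585 ESTs were called higher at 24 hpi than in mock-infected cells. The same count was 719 with no scaling and 12447 by percentile. Of the 802, 337 were not well above background on any mock array, and 70.6% are described as unknown. If single probes bound other RNA, the other probes of the same EST would not rise. The share set beforehand, of other probes well above background on all arrays of either group and counted once for each higher probe, was 61.8%. It decides nothing, because a probe dark in mock-infected cells enters it only if it rose. Of the other probes well above background on all mock arrays, each counted once, 139 of 418 were called higher (33.3%), against 0.956% of such host probes in all. At least 2 probes were higher in 145 ESTs, in each of which 2 of them shared no run of 15 bases, and all 3 were higher in 72 ESTs. When the calls were shuffled 1000 times among tested probes well above background on the same number of mock arrays, there were at most 84 such ESTs, with a median of 67. This argues against binding of other RNA by single probes as the whole cause in the ESTs with at least 2 higher probes. In the other 440 ESTs, in which 1 probe was higher, such binding and a rise of the transcript cannot be told apart, since the share that was to decide is fixed in part by the rise itself. ESTs with sequence shared with viral transcripts would rise in all their probes, and this was not tested, so a rise of host transcripts is a hypothesis only.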

How the results depend on the processing

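The scan date as a block, the scaling to the 28S-like probe, the gene means over probes well above background on all arrays, with percentile or spike-in scaling, and the rank of ECD with replicates left out were chosen only after the data were seen. The other alternatives are those set beforehand. The planned scaling to 28S was not run, because no probe is described as 28S.

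The fall of the median host probe relative to the spike-ins kept its direction with no scaling, under normexp and over probes well above background on all arrays. It lay between -0.31 and -0.19 at 6 hpi, -2.42 and -1.88 at 12 hpi, -4.70 and -3.27 at 24 hpi, and -2.48 and -1.40 between 12 and 24 hpi. With each replicate left out in turn the ranges were -0.30 to -0.15, -2.41 to -2.09, -4.86 to -4.25, and -2.66 to -2.05.

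The counts of called host probes depend on the scaling, since percentile scaling removes a shared fall by construction. With spike-in scaling, no scaling and 28S-like scaling in turn, higher probes numbered 2280, 2081 and 1958 at 6 hpi, 1091, 921 and 943 at 12 hpi, 802, 719 and 774 at 24 hpi, and 359, 407 and 444 between 12 and 24 hpi. Lower probes under the same settings numbered 25823, 26582 and 26344 at 12 hpi, 27347, 27500 and 27322 at 24 hpi, and 25538, 25277 and 24781 between 12 and 24 hpi. Median scaling gave 8020 higher at 24 hpi, and 5559 higher and 14300 lower between 12 and 24 hpi. Normexp gave 16755 higher at 12 hpi. With no filter on dim probes, where more probes are tested, 21866 were higher at 12 hpi, 24755 at 24 hpi and 23275 between 12 and 24 hpi. Requiring at least 2-fold left 1446 higher and 3658 lower at 6 hpi, 6268 and 5165 at 12 hpi, 7731 lower at 24 hpi, and 6852 and 3093 between 12 and 24 hpi. The methods' t-test after Benjamini-Hochberg adjustment gave 7475 higher between 12 and 24 hpi, and 9406 at its own threshold. The remaining settings kept each count within 1.5 times its value.

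With each replicate left out in turn, the higher and lower counts were 6221 to 6748 and 6971 to 7456 at 6 hpi, 10610 to 11104 and 10467 to 11365 at 12 hpi, 11296 to 12403 and 11254 to 11529 at 24 hpi, and 9111 to 12222 and 7308 to 8323 between 12 and 24 hpi. Where this leaves 1 array at 24 hpi, it is assumed to vary like the other groups. Virus probes higher at 6 hpi numbered 424 in each such fit, and 35 when only probes well above background on all arrays were tested, since no more virus probes were left.

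Actin at 6 hpi, not past the threshold by percentile, passed it under quantile normalization (-0.36), the slide as a random block and the fit of only the 2 groups compared (-0.18 in both), and the median over its probes (-0.30). Its adjusted p ranged from 0.00289 to 0.535 over the alternatives. With replicates left out actin stayed between -0.21 and -0.14 at 6 hpi, -0.64 and -0.56 at 12 hpi, and -1.22 and -1.01 at 24 hpi. The beta actin EST reversed at 6 hpi over probes well above background on all arrays, to 0.0082, since fewer probes are averaged there. It was no longer past the threshold at 6 hpi with spike-in (-0.62), no (-0.69) and 28S-like scaling (-0.69) and with spike-in scaling over probes well above background on all arrays (-0.096), nor at 24 hpi under normexp (-0.21) and for the median over its probes (-0.55), where the highest adjusted p was 0.168.

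ECD at 6 hpi reversed to -0.073, -0.15 and -0.14 with spike-in, no and 28S-like scaling, and to -0.024 with spike-in scaling over probes well above background on all arrays, without passing the threshold. It reversed under normexp to 0.28 at 12 hpi and 1.44 at 24 hpi, and to 0.99 at 24 hpi over probes well above background on all arrays, which leaves 1 probe. The normexp offset of 50 raises dim probes against the percentile, so a reversal of a dim gene under it decides nothing. Left-out replicates gave 0.0016 to 0.08, -0.88 to -0.83, and -0.88 to -0.70 at the 3 times. Its rank among the 5 genes was 4 under quantile normalization and normexp, 2 with spike-in scaling over probes well above background on all arrays, and 3 under the other settings for which it was taken. With each replicate left out in turn it lay between 2 and 4.

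Myosin reversed under normexp, to 0.37 at 12 hpi and 0.99 at 24 hpi. It was no longer past the threshold at 12 hpi over probes well above background on all arrays (-0.088), at 6 hpi over these probes with spike-in scaling (-0.64), and at 24 hpi with the scan date block (-0.32). At 12 hpi these probes moved in opposite directions by percentile and cancel in the mean. The fit at 6 hpi does not pair the arrays by slide. The spike-in scaled mean over all 16 myosin probes was lower at 6 hpi on all 4 slides. Left-out replicates gave -1.08 to -0.95, -1.07 to -0.83, and -0.52 to -0.36, and at 24 hpi the call was lost without mock replicate 1 and without mock replicate 4 (-0.41 in both) and without 24 hpi replicate 1 (-0.36). The heavy chain variant reversed with spike-in, no and 28S-like scaling, to -0.082, -0.29 and -0.24 at 12 hpi and -0.43, -0.57 and -0.44 at 24 hpi, and spike-in scaling over probes well above background on all arrays gave the same values as spike-in scaling, since 1 probe is used in both. Left-out replicates gave -0.28 to 0.027 at 6 hpi, reversed without 6 hpi replicate 3.

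L35 reversed with spike-in, no and 28S-like scaling, to -0.027, -0.10 and -0.095 at 6 hpi, -1.53, -1.74 and -1.69 at 12 hpi, and -3.61, -3.75 and -3.62 at 24 hpi. With spike-in scaling over probes well above background on all arrays it was -0.014, -1.52 and -3.52. It lost its call under quantile normalization (0.36 and 0.12 at 12 and 24 hpi) and, at 24 hpi, under median scaling (0.094). Left-out replicates gave 0.03 to 0.15, 0.54 to 0.66, and 0.66 to 1.30. Tubulin at 6 hpi was no longer past the threshold with spike-in scaling (-0.61), the same over probes well above background on all arrays (-0.50), and 28S-like scaling (-0.67), in fits that do not pair the arrays by slide. Within slides the spike-in scaled difference was -0.89 to -0.51, lower on all 4 slides. Left-out replicates gave -0.57 to -0.41, -0.92 to -0.83, and -1.63 to -1.41.

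L35A reversed at 12 hpi with spike-in scaling (-1.87), no scaling (-2.08), quantile normalization (-0.99), median scaling (-0.016) and the median over its probes (-0.38). Without 12 hpi replicate 1 it was -0.18, in a range up to 0.44. At 24 hpi it reversed under the same settings, to -4.44, -4.58, -2.08, -0.73 and -1.38. The replicate block also reversed it at 24 hpi, to -0.022. In its own direction L35A became past the threshold under normexp, at 0.77 at 12 hpi and 0.89 at 24 hpi, and at 6 hpi in the fit of only the 2 groups compared (-0.51). Residuals of the 6 pairs of a 24 hpi array with an array of the same number correlated with r of -0.163 to 0.0621, so these share only a number. For mock, 6 hpi and 12 hpi, whose numbers follow the slide, the replicate block changed no direction and no call among the results it was run on.

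Heat shock 70 reversed with spike-in and no scaling, to -0.34 and -0.55 at 12 hpi and -2.52 and -2.65 at 24 hpi. Apart from the changes that follow from the scaling, the normexp offset or the number of probes, as stated, the cause was not tested.

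Signal over background limits the values at 24 hpi, where 55.1% of the 7062 dimmest host probes by mock level were not well above background on either array, against 0.0425% of the 7062 brightest.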

Differences from the paper's values

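The scaling to the 28S-like probe, the scan date block and the gene means over probes well above background on all arrays, with percentile or spike-in scaling, were chosen only after the values were seen. A fold is said to differ from the paper's when the larger is more than 1.5 times the smaller and the difference exceeds the SD between the arrays. Where the paper's fold is within 1.5 times, as in every case below that did not differ, this holds whatever the SD. Fitted means at 12 and 24 hpi that include probes at background understate the fall or leave it open, so the values over probes well above background on all arrays are given beside them.

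For actin at 12 hpi the paper's value is 16-fold lower than in mock-infected cells, and here it was 1.52-fold after percentile scaling. Every alternative set before the data were examined differed too, from 1.14-fold under normexp to 6.57-fold with spike-in scaling and 7.60-fold with no scaling. With 28S-like scaling, chosen after seeing the values, it was 7.35-fold. Over the 9 probes well above background on all arrays, also chosen after seeing the values, it was 1.71-fold by percentile and 7.39-fold with spike-in scaling, and both differed.

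For actin at 24 hpi the paper's value is 75-fold and here it was 2.17-fold. Of the alternatives set before the data were examined, spike-in scaling (52.4-fold) and no scaling (57.6-fold) did not differ. These means include 4 probes at background on both arrays, and with such signals at their bound the fall with spike-in scaling was at least 43.0-fold. Quantile normalization (4.67-fold), median scaling (4.02-fold), normexp (1.51-fold), the authors' log2 table (2.18-fold), the median over the probes (6.36-fold), outlier spots kept, the blocks, the fit of only the 2 groups compared and left-out replicates did. With 28S-like scaling, chosen after seeing the values, it was 52.6-fold, which did not differ. Over the 9 probes well above background on all arrays, also chosen after seeing the values, it was 3.85-fold by percentile, which differed, and 93.1-fold with spike-in scaling, which did not.

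The EST described as beta actin was 2.39-fold lower at 12 hpi, against the paper's 16-fold for actin. Of the alternatives set before the data were examined only no scaling (12.0-fold) did not differ, and spike-in scaling (10.4-fold) and the others did. With 28S-like scaling, chosen after seeing the values, it was 11.6-fold, which did not differ. Its probe well above background on all arrays, Spodo_PID_00194, was 1.88-fold lower by percentile and 8.15-fold lower with spike-in scaling, and both differed. At 24 hpi the EST was 2.98-fold lower, against the paper's 75-fold. Of the alternatives set before the data were examined, spike-in scaling (fitted 72.0-fold) and no scaling (79.1-fold) did not differ, and the others did, and with 28S-like scaling, chosen after seeing the values, it was 72.3-fold, which did not differ. These 3 values are not measured folds, since of the 3 probes 1 was at background on both 24 hpi arrays and 1 on 1 of them. With such signals at their bound the fall with spike-in scaling was at least 56.4-fold, which does not exclude the paper's value. Spodo_PID_00194 alone was 6.52-fold lower by percentile and 158-fold lower with spike-in scaling, and both differed.

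The paper states that ECD varied least among the evaluated genes on the microarrays too. Here ECD ranked 3 of the 5 genes with a described probe, behind L35 and myosin, and 3 or 4 under the alternatives set for this rank before the data were examined, which were spike-in scaling, no scaling, median scaling, quantile normalization, normexp and the authors' log2 table. The rank was not steady, and lay between 2 and 4 with each replicate left out in turn, a check chosen after seeing the values. With spike-in scaling the order of the genes also largely followed brightness, and L35 and ECD were the dimmest in mock-infected cells. Over probes well above background on all arrays on that scale, which leaves 1 ECD probe, ECD ranked 2, behind L35. Relative to the spike-ins ECD was at least 27.7-fold lower at 24 hpi, and the 1 probe was 12.2-fold lower. The probe Spodo_PID_02360 of another EST shares 14 bases with the ECD reverse primer and was singled out after its values were seen. It changed by 0.09 relative to the spike-ins at 24 hpi, and was 4.68 higher by percentile. In mock-infected cells it was dim, at -7.31 ± 0.68 (log2, SD) relative to the spike-ins. A signal made up of background would change in the same way, so these values decide nothing about ECD.

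The paper states that myosin was stable on the microarrays. Here the mean of the 16 myosin probes was at least 20.7-fold lower at 24 hpi relative to the spike-ins, and 29.9-fold lower over the 6 of them well above background on all arrays. By percentile the change at 24 hpi was -0.44, but it was reversed under normexp, and to 0.22 when signals at background were raised to their bound. The normexp offset raises dim probes, so the reversal under it decides nothing. Over the 6 probes the change at 24 hpi was -0.31, and at 12 hpi it was -0.09, not past the threshold. The SD of the group means of their average was the smallest of the 5 genes (0.24). That average hides probes that moved in opposite directions, from -2.23 to 2.03 at 12 hpi and -1.49 to 4.16 at 24 hpi. Each myosin EST in it had a larger SD, from 0.42 to 2.03, so the average does not show myosin to be stable. The heavy chain variant EST, singled out after its values were seen, changed by -0.43 relative to the spike-ins at 24 hpi, not past the threshold, and was 4.16 higher by percentile.

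The paper states that actin was the most variable gene, from its qRT-PCR data. By the SD of mean Ct values, however, the paper orders actin below GAPDH, tubulin and L35. Tubulin above actin on the microarrays goes with that order. L35, with the smallest SD by percentile and with spike-in scaling, does not. On the microarrays the SD of the group means was largest for tubulin, at 2.78 with spike-in scaling against 2.65 for actin, and at 0.64 against 0.50 by percentile, and it was also largest for tubulin with no scaling, quantile normalization, median scaling, 28S-like scaling and in the authors' log2 table. Under normexp, whose offset raises dim probes against the percentile, it was largest for L35 (1.02), with 0.37 for tubulin and 0.25 for actin. Over gene probes well above background on all arrays, chosen after seeing the values, the SD was largest for actin. It was 0.89 there against 0.79 for tubulin by percentile, and 3.05 against 2.94 with spike-in scaling. That goes with the paper's statement and not with its order by SD of Ct.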

Other observations

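The tests of labelling, dilution and slide for the fall of host RNA were chosen only after the result was seen, and so was the comparison with shuffled primers of all 7 genes. The other tests in this part were set before.

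The median host probe fell by 4.56 relative to the spike-ins at 24 hpi. Weaker labelling, hybridisation or scanning of the infected arrays would lower the spike-ins as much, and their mean changed by -0.14. Dilution of host RNA by viral transcripts in a fixed mass of labelled RNA would lower the spike-ins too, which the same -0.14 argues against. A slide or scan date effect is argued against by the fall within slides at 12 hpi, which was -1.45 where it was smallest. The spike-ins were added to a fixed mass of total RNA, so a change in total RNA per cell, which was not measured, stays open, and with it how far host transcripts fell per cell.

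For 6 and 12 hpi against mock-infected cells, the real split was compared with other splits of the same 8 arrays into 4 and 4, in a fit of these 8 arrays alone. Its counts thus differ from the 14898 and 22078 host probes called in the fit of all 14 arrays. For 6 hpi 1 of 35 splits, the real one, gave as many host probes past the threshold (17758), and the largest other split, by scan date, gave 6. For 12 hpi 1 of 35 gave as many (22408), and the others gave 0. Of the 8 splits that part all slide pairs, the others gave 0 at both times. Over all 35 splits the real one stood alone at both times, a share of 2.86%. That does not exclude chance, since the arrays are paired by slide and the 35 splits are not interchangeable. Nor can chance be excluded from the 8 splits that part all slide pairs, since the smallest share they allow is 12.5%. The other splits mix mock-infected and infected arrays, so that the real difference adds to their spread and lowers their counts.

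The fall at 24 hpi relative to the spike-ins was smaller for dim probes, with medians of -3.27, -4.56, -5.12 and -5.51 from the dimmest to the brightest of 4 sets of 7062 probes ordered by mock level. The difference of 2.24 between the dimmest and the brightest set is consistent with a floor of background signal, which limits the fall that a dim probe can show.

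Of the host probes well above background on all mock and 24 hpi arrays, 1229 were within 2-fold of mock at 24 hpi relative to the spike-ins and 19789 were lower by more. The other probes of the same ESTs were well above background in mock in 61.3% and 93.7% of cases, a difference of 32.4 percentage points. This is consistent with signal not specific to the EST in part of the probes that did not fall. The 2 sets also differ in brightness, with median mock levels of 6.70 and 11.46 (log2), which may contribute.

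The 5 probes with the smallest SD of the group means relative to the spike-ins, of 20893 candidates, were Spodo_PID_07414 (0.02), Spodo_PID_31596 (0.03), Spodo_PID_24019 (0.05), Spodo_PID_36990 (0.05) and Spodo_PID_16326 (0.06). By percentile each was over 4 higher at 24 hpi than in mock-infected cells. For Spodo_PID_24019 (EST Sf1P16478-5-1-Contig1, described as unknown) the other probes changed by 0.02 and 0.08 relative to the spike-ins at 24 hpi, and 1 of them was saturated on 2 arrays. Of the other probes of the remaining 4 ESTs, 1 was well above background on any array.

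The reverse primer for 28S shares 17 of its 19 bases with Spodo_PID_09459 of the EST Sf1P00846-5-1, which is described as similar to CG41536. The mean of the 3 probes of this EST changed by 0.09, 0.08 and -0.10 relative to the spike-ins at 6, 12 and 24 hpi, and was 0.19, 2.19 and 4.49 higher by percentile. The files do not state that it is 28S.

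The ECD reverse primer shares 14 of its 18 bases, as the reverse complement, with the start of Spodo_PID_02360, of the EST Sf1F07773-3-1-Contig2 described as an ecdysteroid-regulated protein. Of 1000 shuffles of this primer pair, 4.6% had a run of 14 or more bases in a host probe, and 29.2% when the pairs of all 7 genes were shuffled. A chance match and a shared transcript cannot be told apart, since the ECD pair was 1 of 7 searched and no fixed limit had been set for the share. The probe changed by 0.11, 0.34 and 0.09 relative to the spike-ins, and by percentile was 0.22, 2.45 and 4.68 higher. It was dim in mock-infected cells, at -7.31 ± 0.68 (log2, SD) relative to the spike-ins, and a signal made up of background would change alike.

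Tubulin (29 probes well above background on all mock arrays, of 16 ESTs) changed by -0.50 (adjusted p = 0.00121 from limma with Benjamini-Hochberg adjustment), -0.87 and -1.52 by percentile, and by -0.75 and -1.10 at 12 and 24 hpi when signals at background were raised to their bound. With spike-in scaling it was 1.52-fold lower at 6 hpi, at least 7.30-fold at 12 hpi and at least 51.8-fold at 24 hpi, and 86.7-fold at 24 hpi over the 20 probes well above background on all arrays.

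Histones (12 probes) had a median change of -5.61 at 24 hpi relative to the spike-ins, eIF4E (9 probes) of -5.47, and heat shock cognate 70 (6 probes) of -5.68, and every one of these probes was called lower. These medians were the same when signals not well above background were raised to the lowest signal that was. By percentile the medians were -1.01, -0.88 and -1.08, and 2 histone probes and 1 eIF4E probe were called higher. Heat shock 70 (13 probes) went both ways, with 9 called lower and 4 higher relative to the spike-ins. No probe was described as 18S.

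Of the cytosolic ribosomal proteins, 245 probes of 91 ESTs had a median change relative to the spike-ins of -0.11, -1.60 and -4.45 at 6, 12 and 24 hpi. With signals not well above background raised to the lowest signal that was, the medians at 12 and 24 hpi were -1.58 and -4.42. At 24 hpi 242 were called lower and 1 higher, with the same counts adjusted over the list alone. By percentile the median at 24 hpi was 0.14, with 60 called lower and 100 higher, and 57 and 95 adjusted over the list alone.

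The largest rises at 24 hpi by percentile, of 18071 candidates, were Spodo_PID_18385 (12.01) and Spodo_PID_18386 (11.95) of an EST described as nonclathrin coat protein zeta, and Spodo_PID_40957 (11.62), described as unknown. With spike-in scaling they were 7.42, 7.35 and 7.03. The other probe of the first EST was 9.02 higher on that scale, and of the other probes of the second, 1 was 5.42 higher and 1 was not well above background on any array. The largest falls were Spodo_PID_26376 (-6.15, unknown), Spodo_PID_06348 (-5.82, cathepsin B-like cysteine proteinase) and Spodo_PID_32193 (-5.70, unknown), which relative to the spike-ins were -10.74, -10.41 and -10.30.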
